A study of Rattus norvegicus with 12 samples. Its data were reported in "Transcriptional Profiling of Rat Prefrontal Cortex after Acute Inescapable Footshock Stress" (2023).

How the data were processed

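Expression was measured in PFC from 12 rats, 6 stressed (labels Stress 1 to 6) and 6 controls (Control 1 to 6), with 1 array per rat. Stressed rats received 40 min of footshock (0.8 mA, 20 min of actual shock, with intervals of 2 to 8 s between shocks), controls received none, and both groups were killed 2 h after the start of the session. The labels and the study give the arrays as Affymetrix Rat Gene ST arrays, hybridised with target made from 250 ng of total RNA with random primers. Groups were taken from the sample labels. Other time points of the study were not analysed here.

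The deposited values are log2 expression per probe set, made by the authors from the scanner files with RMA of the oligo package (version 1.58.0). RMA corrects background, makes the probe intensity distribution the same on every array and summarises the probes of a probe set. Quantile normalization removes differences in total signal between arrays, so a change shared by most genes would not be seen in these values. Changes of dim probe sets, near background, are understated. Whether arrays of other time points were normalized together with these is not given in the sources used here. No values were left out of the table for low signal: it held 29214 probe sets, of which 23532 had a mean above 4 over the 12 arrays. Array data carry no read depth, and the number of arrays limits the precision.

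Probe sets were named through the platform annotation of the array. It gave exactly 1 gene symbol for 18644 probe sets, several for 962, and did not list 9608, which are unnamed here. Symbols were brought up to date through the gene identifier for 99.0% of the 1-symbol probe sets, with a RefSeq gene table of the GRCr8 assembly that was used for names only. The genome build of the array annotation is not given in the sources used here, and no coordinates are reported. Of the genes chosen to be named, Mapk3 had no single-symbol probe set in the annotation used here and was not analysed, and 1 more gene is not reported here.

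Differential expression was tested with lmFit and eBayes of limma (version 3.58.1, under R 4.3.3), with group as the only term, two-sided, on the deposited log2 values of probe sets with a mean above 4 and exactly 1 gene symbol. These were 16085 probe sets of 14851 genes. p-values were adjusted by the Benjamini-Hochberg method, and the threshold was an adjusted p of at most 0.05. The limma test, the level of 4, the adjustment and the threshold follow the methods of the study, while the use of the mean over arrays and of single-symbol probe sets was chosen here. Log2 differences are stressed minus control, SE is the standard error of limma's moderated fit, and fold is 2 to the power of the difference. Values per group are means ± SD.

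The lists were 25: glucocorticoid-responsive genes, immediate-early genes, dopamine signalling, glutamate receptors, calcium signalling, synaptic vesicle release, heat shock and chaperones, circadian clock, inflammation, stress receptors and neuropeptides, markers of striatal projection neurons, upper-layer and deep-layer excitatory neurons, inhibitory interneurons, astrocytes, oligodendrocytes and myelin, oligodendrocyte precursors, microglia and macrophages, endothelial cells, mural cells, meningeal fibroblasts, choroid plexus epithelium and blood cells, and ribosomal proteins and oxidative phosphorylation as signs of RNA quality. They were written by hand from general knowledge. Lists overlap: 8 dopamine genes are striatal markers, and 5 stress receptor and neuropeptide genes are interneuron markers. Each gene was represented by its probe set with the highest mean. Enrichment used fgsea (version 1.28.0) on log2 differences, adjusted over the 25 lists, with a threshold of 0.1 as in the study. That test treats genes as independent, so camera of limma with a correlation estimated per list stands beside it, adjusted in the same way. The shift of a list is the difference between groups of the mean of its centred log2 values per array, with a two-sided exact permutation test over all 924 labellings of the arrays and a 95% interval over arrays. Members past the threshold were counted over all probe sets tested and adjusted over the list alone. The lists, tests, thresholds and the rule for named genes were fixed before the deposited values were examined, but after the study's text had been read. Sgk1 was known from that text. Gpd1 and Tsc22d3 had been seen at the head of the study's supplementary results for these samples. The glucocorticoid list, which holds these genes, was therefore not drawn up blind to all results, and it was also tested without them.

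Genes were named by a rule: every gene past the threshold, the 10 genes of largest difference in each direction among those with an unadjusted p under 0.01, genes that the text of the study names, and up to 4 members of each list with the smallest p, of which up to 4 are printed for lists past the enrichment threshold and 2 for the others. Ppp1r3g is named beyond this because it passed adjusted over its list.

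Arrays were searched for batches. Probe sets with a mean under 3.5 divided the arrays into 2 sets, of 4 and 8 arrays, along a first principal component with 32.4% of their variance (the gap between the sets was 35.1 and the next widest 8.56). The labels give no batch or scan date. Results were recomputed with the array set as a term in the fit and within set 2, in which 2 controls face 6 stressed rats. Set 1 holds controls only and gives no comparison.

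The procedures were tested on simulated data, in which 200 of 16085 probe sets were changed on values drawn with the means and spreads of these arrays. Over 5 simulations the limma test recovered 71.6% of the probe sets changed 1.2-fold, 98.2% of those changed 1.5-fold and 99.7% of those changed 2-fold, with a mean of 8.6 false calls. A list shift of 0.2 given to 1 list was estimated at 0.186 and passed the enrichment threshold in 5 of 5 simulations. Of the other lists 8.42% passed it too. These rates describe the simulated values and need not hold on the real arrays, where 7 probe sets passed, Hif3a at 1.18-fold among them. Zbtb16 (1.38-fold), Zfp189 (1.40-fold) and Bmp4 (1.95-fold) did not pass (limma adjusted p of 0.0735, 0.132 and 0.259). Of 100 splits of the real arrays, 45 gave at least 12 lists past the enrichment threshold. The 8.42% therefore understates how often lists pass on these arrays.

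Alternatives tried were the filter on low values (none, above 4 in at least 6 arrays, or mean above 5), the use of all probe sets, 1 probe set per gene, quantile normalization and median centring of the deposited values, a trended and robust variance model, array weights, the replicate number as a block, the striatal or the oligodendrocyte marker mean as a covariate, an adjusted p of at most 0.1, leaving out each array, and, for lists, ranking by the moderated statistic, camera with a preset correlation of 0.01, and reduced lists. The array set as a block, array set 2 alone, and leaving out the 3 arrays with the highest striatal mean or the array with the highest choroid plexus mean were chosen after seeing the data.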

Results

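The data were expression profiles of rat prefrontal cortex (PFC), the frontal cortical region that takes part in the control of behaviour and of the stress response. Stressed rats went through a 40 min session of inescapable footshock, an acute stressor given through the cage floor, and control rats stayed undisturbed in their home cages. Tissue was taken 2 h after the session began. Each group held 6 rats, and each rat was measured on 1 whole-transcript oligonucleotide array, so the 12 arrays are separate animals and their number sets the precision. The median log2 value per array lay between 5.48 and 5.54. Correlations between arrays, taken across probe sets, ran from 0.994 to 0.998, and 0 pairs of arrays held identical values. The dimmest probe sets divided the arrays into 2 sets. Array set 1 held Control 1 to 4, and array set 2 held Control 5, Control 6 and all 6 stressed rats. Values within array set 2, which holds both groups, are therefore given beside the values over all arrays for the genes past the threshold and the lists past enrichment, and for other values where they differ by over 1.5 times.

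The comparison of stressed with control rats addressed which genes differ in the PFC 2 h after the start of acute stress. mRNA of 6 genes rose and mRNA of 1 gene fell in the stressed rats. The genes that rose included Gpd1, Tsc22d3, Sgk1, Pdk4 and Hif3a, all 5 of them members of a list of glucocorticoid-responsive genes, and Slc19a3, which encodes a thiamine transporter. The gene that fell was Slc16a4, of the monocarboxylate transporter family. For 6 of these 7 genes all 6 stressed rats lay on one side of all 6 controls, and for Pdk4 5 of 6 stressed rats lay above every control.

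Gpd1, the cytosolic glycerol-3-phosphate dehydrogenase that connects glycolysis with lipid synthesis, rose 1.85-fold, from a log2 value of 8.09 ± 0.15 in controls to 8.98 ± 0.13 in stressed rats (SD, n = 6 each; limma adjusted p = 0.000147). Tsc22d3, which encodes the glucocorticoid-induced leucine zipper protein, rose 1.54-fold, from 6.90 ± 0.13 to 7.52 ± 0.11 (adjusted p = 0.00112 by limma). Sgk1, the serum- and glucocorticoid-regulated kinase, rose 1.63-fold from 9.03 ± 0.12 to 9.73 ± 0.22, with an adjusted p of 0.00914. Slc19a3 rose 1.63-fold from 6.23 ± 0.23 to 6.93 ± 0.12, with an adjusted p of 0.0108. Pdk4, a kinase that inhibits the pyruvate dehydrogenase complex, rose 1.75-fold from 5.15 ± 0.22 to 5.96 ± 0.28, with an adjusted p of 0.0419. Hif3a, an alpha subunit of the hypoxia-inducible factors, rose 1.18-fold from 4.87 ± 0.062 to 5.11 ± 0.056 (adjusted p = 0.0425). Slc16a4 fell to 0.816 of its control level, from 5.18 ± 0.090 to 4.88 ± 0.050 (adjusted p = 0.0291).

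**Figure D1:**
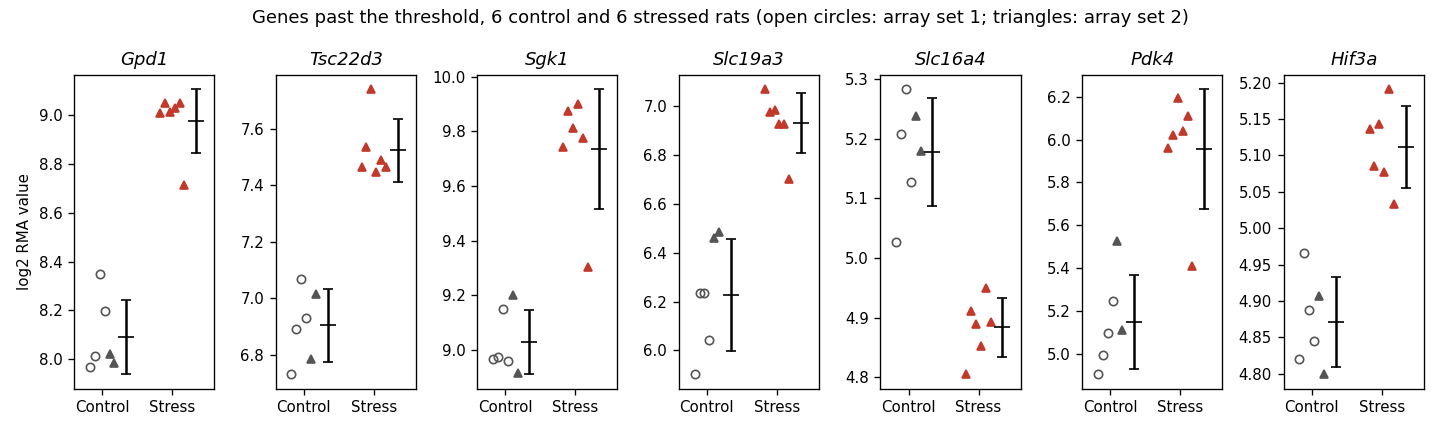
Log2 expression (vertical axes) of the 7 genes past an adjusted p of 0.05, 1 point per rat, for 6 control and 6 stressed rats; horizontal bars are means, vertical bars are SD, open circles mark array set 1 and triangles mark array set 2. Stressed rats sit above all controls for 5 of the 6 genes that rose, 5 of 6 do so for Pdk4, and all 6 sit below the controls for Slc16a4.

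The fitted log2 differences and their standard errors were 0.89 (SE 0.073) for Gpd1, 0.62 (SE 0.064) for Tsc22d3, 0.71 (SE 0.090) for Sgk1, 0.71 (SE 0.093) for Slc19a3, 0.81 (SE 0.13) for Pdk4, 0.24 (SE 0.038) for Hif3a and −0.29 (SE 0.043) for Slc16a4. Within array set 2 all 7 differences had the same direction, and their sizes were 0.97 for Gpd1, 0.62 for Tsc22d3, 0.68 for Sgk1, 0.46 for Slc19a3, 0.64 for Pdk4, 0.26 for Hif3a and −0.32 for Slc16a4. With the array set as a term in the fit 1 gene stayed past the threshold, Gpd1 (adjusted p = 0.00542), and standard errors were larger, for example 0.131 for Sgk1. When single arrays were left out in turn, Pdk4, Hif3a and Slc16a4 lost their place past the threshold in most cases. Pdk4 kept it only without Control 5 or Stress 6, Hif3a only without Control 2 or Stress 6, and Slc16a4 only without Control 1 or Stress 5. Gpd1, Tsc22d3, Sgk1 and Slc19a3 kept it without each array in turn, and the count of genes past it then ran from 4 to 8. Over the 16085 probe sets tested, 1022 had an unadjusted p under 0.05 (552 higher and 470 lower in stressed rats), which is 6.35% of them.

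Other genes had large mean differences that did not pass the threshold. Among the higher ones, Bmp4, a bone morphogenetic protein, had a log2 difference of 0.97 (SE 0.225, adjusted p = 0.259; 0.52 within array set 2). Tinagl1, an extracellular matrix protein, was at 0.55 (adjusted p = 0.197). Zfp189, a zinc finger transcription factor, was at 0.49 (adjusted p = 0.132; 0.28 within array set 2), Zbtb16, the transcription factor also called PLZF, at 0.46 (adjusted p = 0.0735) and Acer2, an alkaline ceramidase, at 0.46 (adjusted p = 0.303; 0.24 within array set 2). Among the lower ones the value of largest size was that of Car3, a carbonic anhydrase, at −1.86 (SE 0.62, adjusted p = 0.624). Car3 stood at 8.69, 7.95 and 7.75 in Control 1, Control 3 and Control 6 and between 4.54 and 5.24 in the other arrays. Genes known from red blood cells were also in this group. These were Hba-a3, an alpha globin, at −0.91 (adjusted p = 0.477), Alox15, a lipoxygenase of reticulocytes, at −0.76 (adjusted p = 0.426), Lgals5, an erythrocyte galectin, at −0.59 (adjusted p = 0.443; −0.16 within array set 2) and Slc4a1, the band 3 anion exchanger, at −0.31 (adjusted p = 0.273). Rsad2, an interferon-induced antiviral protein, was at −0.43 (adjusted p = 0.330), Clpp, a mitochondrial protease subunit, at −0.35 (adjusted p = 0.373), Pde7b, a cAMP phosphodiesterase, at −0.32 (adjusted p = 0.591), Ocln, a tight junction protein, at −0.30 (adjusted p = 0.330; −0.48 within array set 2) and Car4 at −0.30 (adjusted p = 0.387; −0.46 within array set 2). A second probe set of Car4 was at 0.0080.

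Gene groups were compared next, to see whether genes of 1 pathway or cell type moved together, using 25 lists. Genes that respond to glucocorticoids, the adrenal steroids released during stress, rose together in stressed rats. Of 34 measured members 31 were higher, 5 were past the threshold over all genes, and 20 passed when adjusted over the list alone, all 20 of them higher. The mean of the list was 0.23 higher on the log2 scale (95% interval 0.161 to 0.306, 1.18-fold), and each of the 6 stressed rats lay above all 6 controls (two-sided exact permutation p = 0.0022, the smallest that 924 labellings can give). Beside the genes already named, Fkbp5, a chaperone that restrains the glucocorticoid receptor, was at 0.29 (SE 0.060, adjusted p = 0.195), and Nfkbia, an inhibitor of NF-kappa-B, was at 0.30 (SE 0.070, adjusted p = 0.259). The enrichment test gave an adjusted p of 2.17e-16, and camera gave an adjusted p of 0.00489 with an estimated correlation. Within array set 2 the shift was 0.21 (exact permutation p = 0.0357, the smallest its 28 labellings can give), and camera with the array set as a term gave an adjusted p of 0.0186. That the groups do not overlap within array set 2 follows from their separation over all arrays. Sgk1, Gpd1 and Tsc22d3 had been met in the study's text or supplement before the lists were drawn up. Without these 3 genes the shift of the other 31 was 0.18 (exact permutation p = 0.0022; camera adjusted p = 0.00914 with an estimated correlation). After adjustment over 25 lists the smallest exact p becomes 0.0541, so no single list could pass 0.05 in the test of shifts, and 0 lists did, while 4 had an unadjusted exact p under 0.05.

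**Figure D2:**
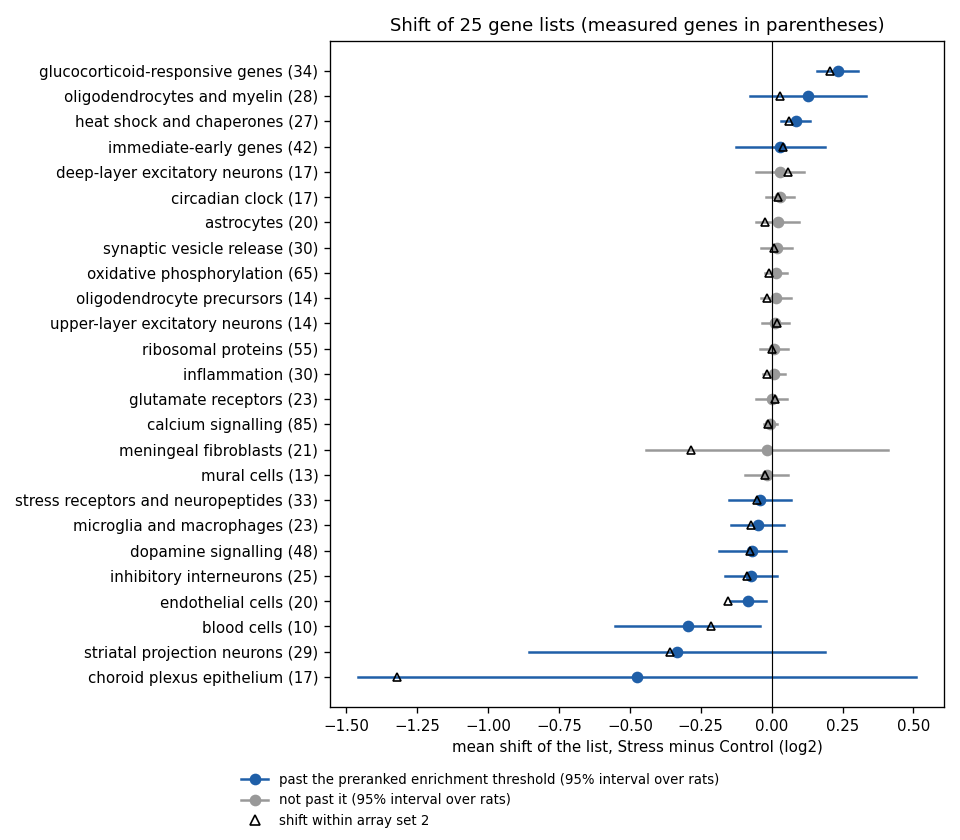
Mean shift of 25 gene lists, stressed minus control (horizontal axis, log2), with 95% intervals over 12 rats; blue marks the 12 lists past the preranked enrichment threshold, grey the others, and triangles the shift within array set 2. The glucocorticoid list sits at 0.23 with an interval from 0.161 to 0.306, whereas the intervals of the striatal and choroid plexus lists span 0.

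Heat shock proteins and chaperones, which help proteins fold, also lay higher in stressed rats. Of 27 measured members 24 were higher, 0 passed over all genes, and 7 passed adjusted over the list alone. Examples were Dnajb1 at 0.23 (SE 0.058), Bag3 at 0.13 (SE 0.033), Cryab, the small heat shock protein alpha-B crystallin, at 0.35 (SE 0.099) and Dnajb4 at 0.12 (SE 0.036). The mean shift was 0.084 (exact permutation p = 0.0065; 0.062 within array set 2, exact permutation p = 0.179). The enrichment test gave an adjusted p of 5.45e-05, and camera gave an adjusted p of 0.165 with an estimated correlation. Hsf1 and Hsf2, the heat shock transcription factors, were at −0.020 and 0.0073 (adjusted p of 0.96 and 0.99; −0.044 and −0.065 within array set 2).

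Immediate-early genes, which neurons switch on within minutes of activity, lay close to their control levels at this time. Of 42 measured members 25 were higher, and 0 passed the threshold in either adjustment. Fos was at 0.10 (SE 0.105, adjusted p = 0.922; 0.027 without Control 4 and 0.17 without Control 1), Egr1 at −0.020 (adjusted p = 0.976), Egr2 at 0.055 (adjusted p = 0.969), Per1 at 0.25 (adjusted p = 0.581), Jun at 0.14 (adjusted p = 0.607), Gadd45b at 0.18 (adjusted p = 0.803; 0.11 without Control 4) and Inhba, an activin subunit, at −0.19 (adjusted p = 0.751). The list was past the enrichment threshold on the higher side (adjusted p = 0.00824), but camera gave an adjusted p of 0.897 with an estimated correlation and the shift was 0.031 (exact permutation p = 0.688; 0.040 within array set 2). Within array set 2 Egr1 was at 0.013, Egr2 at 0.097 and Inhba at −0.11. Without Control 4 the shift of the list was −0.020 and the enrichment adjusted p 0.380, and without Control 5 the adjusted p was 0.111. It was past the threshold on the lower side with the striatal marker mean as a covariate (adjusted p = 0.0475) and without the 3 arrays of highest striatal mean (adjusted p = 0.0326).

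Markers of striatal projection neurons, the main neurons of the neighbouring striatum, and genes of dopamine signalling were past the enrichment threshold on the lower side, but not past it by camera with an estimated correlation. Of 29 measured striatal markers 29 had a lower mean in stressed rats, with 0 past the threshold in either adjustment. The list names 34 symbols, so most of these markers were above a mean of 4 in this tissue. Examples were Drd2, the D2 dopamine receptor, at −0.75 (SE 0.409, adjusted p = 0.819), Drd1, the D1 receptor, at −0.41 (SE 0.264, adjusted p = 0.846; −0.28 without Control 5), Ppp1r1b, which encodes DARPP-32, at −0.37 (SE 0.216, adjusted p = 0.837), Penk, the enkephalin precursor, at −0.44 (adjusted p = 0.806), Pde10a at −0.31, Rxrg at −0.36 and Meis2 at −0.22 (adjusted p = 0.373). The striatal shift was −0.33 (95% interval −0.856 to 0.188, exact permutation p = 0.182; −0.36 within array set 2, exact permutation p = 0.500), with an enrichment adjusted p of 1.23e-22 and a camera adjusted p of 0.569 with an estimated correlation. Its mean per array was highest in Control 5 (0.76), Control 4 (0.61) and Stress 4 (0.51), and without Control 5 the shift was −0.22. Of 48 measured dopamine genes 27 were lower, again with 0 past the threshold, and the shift was −0.068 (exact permutation p = 0.232; −0.077 within array set 2; enrichment adjusted p = 0.00023; camera adjusted p = 0.897 with an estimated correlation). The 8 dopamine genes that are also striatal markers had a mean shift of −0.44, and the other 40 had a shift of 0.0070 (exact permutation p = 0.374, enrichment adjusted p = 0.600). Without Control 5 the shift of the whole dopamine list was −0.039, and without Stress 4 it was −0.098. Among the dopamine genes outside the striatal list, Creb1 was at 0.12 (adjusted p = 0.803), Kif5b, a kinesin, at −0.060 (adjusted p = 0.895), Drd4 at 0.11, Gnai3 at 0.091 and Akt1 at −0.046 (adjusted p = 0.923), and within array set 2 these 5 were at 0.060, −0.16, 0.18, 0.026 and −0.13.

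Stress receptors and neuropeptides had 17 of 33 measured members lower and a shift of −0.040 (exact permutation p = 0.409; −0.053 within array set 2; enrichment adjusted p = 0.0471; camera adjusted p = 0.897 with an estimated correlation). The enrichment adjusted p was 0.177 within array set 2, 0.305 without Control 4 and 0.197 without Control 5, and the shift was −0.024 without Control 4, −0.012 without Control 5 and −0.069 without Stress 4. The corticosteroid receptors Nr3c1 and Nr3c2 were at −0.046 and −0.085 (adjusted p of 0.893 and 0.910; −0.078 and −0.18 within array set 2). Without single arrays Nr3c1 ran from −0.060 (without Stress 3) to −0.020 (without Stress 1). Nr3c2 ran from −0.14 (without Control 2) to −0.030 (without Control 5). With the striatal marker mean as a covariate the list was past the threshold on the higher side (adjusted p = 0.0733). Oprd1, the delta opioid receptor, was at 0.13 (adjusted p = 0.783) and Galr1, a galanin receptor, at −0.10 (adjusted p = 0.808). Fkbp5 was the 1 member that passed when adjusted over this list alone.

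Markers of other cell types in or next to the PFC were measured to describe the tissue on each array. Oligodendrocyte and myelin genes had 25 of 28 measured members higher, 2 of which passed adjusted over the list alone. These were Aspa, which breaks down N-acetylaspartate, at 0.45 (SE 0.088, adjusted p = 0.137; 0.25 within array set 2) and Ndrg1 at 0.34 (SE 0.083, adjusted p = 0.323), while Mog was at 0.29 and Olig1 at 0.16. Their shift was 0.13 over all arrays (exact permutation p = 0.186) and 0.031 within array set 2 (enrichment adjusted p = 1.28e-07 over all arrays and 0.149 within array set 2; camera adjusted p = 0.690 with an estimated correlation). Endothelial genes, which mark the lining of blood vessels, had 14 of 20 measured members lower, 3 of them past the threshold adjusted over the list alone. These 3 were Tie1, an endothelial receptor kinase, at −0.18 (SE 0.044), Ocln at −0.30 (SE 0.077) and Slco1c1, a thyroxine transporter of the blood-brain barrier, at −0.21 (SE 0.056; −0.36 within array set 2), and Emcn was at −0.16 (−0.30 within array set 2). The endothelial shift was −0.084 (exact permutation p = 0.0216) and −0.15 within array set 2 (exact permutation p = 0.0357), with an enrichment adjusted p of 0.0104 and a camera adjusted p of 0.165 with an estimated correlation. With the array set as a term, camera gave an adjusted p of 0.0186 for the endothelial list. The exact p of 0.0357 is the smallest that the labellings of array set 2 can give. The endothelial mean was highest in Control 5 (0.12) and Control 6 (0.11), the controls of that set. Control 1 to 4 lay between −0.015 and 0.048 and overlapped the stressed rats. Blood cell genes had 9 of 10 measured members lower, 1 of them (Slc4a1) past the threshold adjusted over the list alone. Hbb, a beta globin, was at −0.67 (adjusted p = 0.668), Hbb-b1 at −0.71 (adjusted p = 0.708) and Alas2, the erythroid enzyme of haem synthesis, at −0.80 (adjusted p = 0.66). The blood shift was −0.30 (95% interval −0.551 to −0.0396, exact permutation p = 0.0325; −0.22 within array set 2, exact permutation p = 0.107), with an enrichment adjusted p of 9.43e-05 and a camera adjusted p of 0.165 with an estimated correlation.

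Choroid plexus genes, which mark the epithelium that makes cerebrospinal fluid, had 17 of 17 measured members lower in stressed rats, with 0 past the threshold. The list mean was 2.44 in Control 5 and at most −0.085 in every other array. Ttr, transthyretin, was at −1.23 (SE 0.843, adjusted p = 0.867), and F5, Prlr and Otx2 were at −0.51, −0.25 and −0.55. Within array set 2, where Control 5 is 1 of 2 controls, Ttr was at −2.65, F5 at −1.25, Prlr at −0.58 and Otx2 at −1.26, and without Control 5 they were at −0.29, −0.12, −0.052 and −0.12. The shift was −0.47 (exact permutation p = 0.208; −1.32 within array set 2; enrichment adjusted p = 8.41e-12; camera adjusted p = 0.747 with an estimated correlation), and without Control 5 the shift was −0.035 and the enrichment adjusted p 0.111. Inhibitory interneuron genes had 16 of 25 measured members lower and a shift of −0.072 (exact permutation p = 0.104; −0.042 without Control 5; −0.087 within array set 2; enrichment adjusted p = 0.0174; camera adjusted p = 0.554 with an estimated correlation). The interneuron mean was highest in Control 5 (0.19), as was the striatal mean, and with the striatal marker mean as a covariate the enrichment adjusted p was 0.201. Among them Htr3a, a serotonin receptor channel, was at −0.18 (−0.096 within array set 2), Dlx6 at −0.32, Dlx5 at −0.39 and Gad1, which makes GABA, at −0.11 (adjusted p = 0.840), and without Control 5 Dlx6 was at −0.20 and Gad1 at −0.065. Microglia and macrophage genes had 14 of 23 measured members lower and a shift of −0.049 (exact permutation p = 0.260; −0.032 without Control 5; −0.073 within array set 2; enrichment adjusted p = 0.0401 over all arrays and 0.10, just above the threshold, within array set 2; camera adjusted p = 0.897 with an estimated correlation). Their examples were the fractalkine receptor Cx3cr1 at −0.19 (SE 0.048; −0.12 within array set 2), the 1 member past the threshold adjusted over the list alone, Gpr34 at −0.22, P2ry13 at −0.13 and Ptprc at −0.12, of which a second probe set was at 0.0073.

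**Figure D3:**
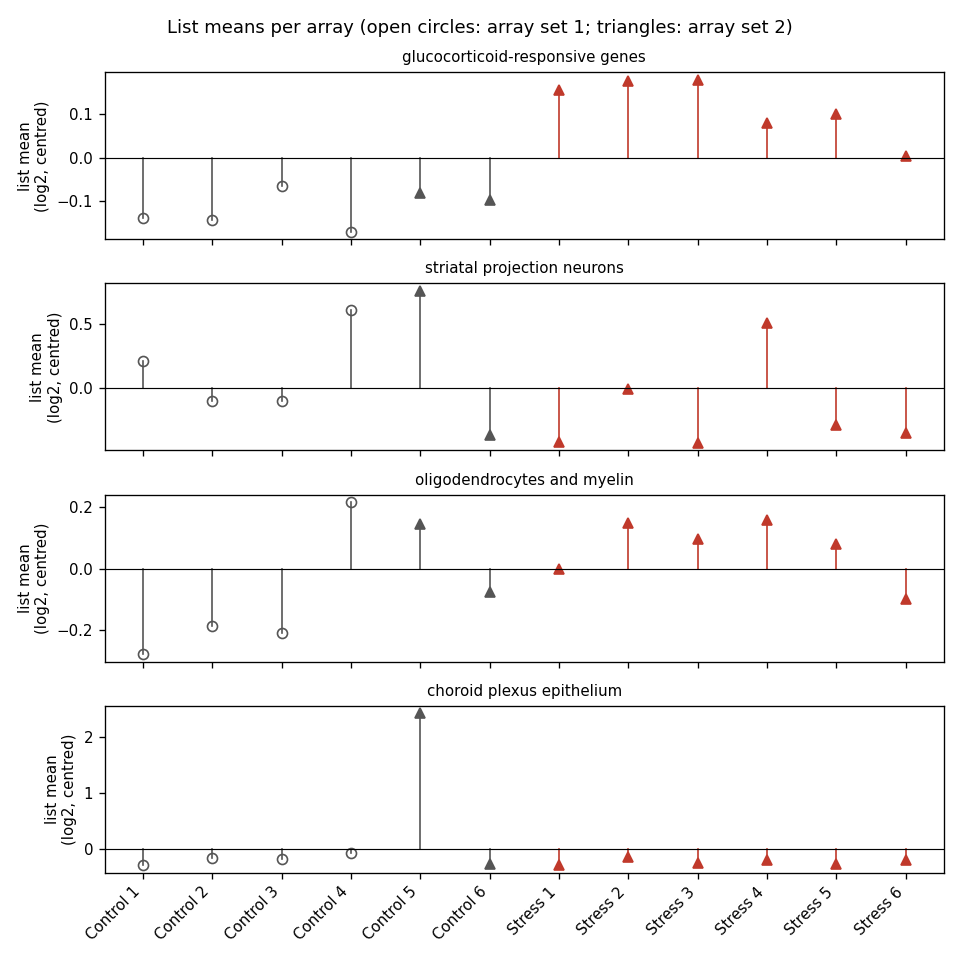
Mean of 4 gene lists on each of the 12 arrays (vertical axes, log2 values centred per gene; open circles mark array set 1, triangles array set 2). The glucocorticoid mean is above 0 in all 6 stressed rats and below 0 in all 6 controls, whereas the choroid plexus mean is high in Control 5 alone (2.44) and the striatal mean is highest in Control 5, Control 4 and Stress 4.

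The other 13 lists were not past the enrichment threshold. Glutamate receptors had a shift of 0.00052 (enrichment adjusted p = 0.651), calcium signalling of −0.0052 (0.183), synaptic vesicle release of 0.018 (0.226), the circadian clock of 0.030 (0.109), inflammation of 0.0087 (0.509), upper-layer neurons of 0.013 (0.651) and deep-layer neurons of 0.031 (0.174), each with the enrichment adjusted p in parentheses. In the same form, astrocytes had 0.021 (0.227), oligodendrocyte precursors 0.015 (0.440), mural cells −0.017 (0.364), meningeal fibroblasts −0.016 (0.227), ribosomal proteins 0.0092 (0.651) and oxidative phosphorylation 0.015 (0.397). Within array set 2 the shift had the opposite sign for inflammation (−0.017), astrocytes (−0.022), oligodendrocyte precursors (−0.017) and oxidative phosphorylation (−0.0095), and it was −0.28 for meningeal fibroblasts, 0.059 for deep-layer neurons, 0.011 for glutamate receptors, −0.011 for calcium signalling, 0.010 for synaptic vesicle release and 0.0029 for ribosomal proteins. For the circadian clock the median of the members was −0.014 while the mean and the test lay on the higher side. Median, mean and test also differed in sign for glutamate receptors, calcium signalling, oligodendrocyte precursors, mural cells and meningeal fibroblasts. Among astrocyte genes 3 passed adjusted over the list alone, Sox9, a transcription factor, at −0.29 (SE 0.060), Gjb6, the gap junction protein connexin 30, at 0.30 (SE 0.086), and Ppp1r3g, which targets protein phosphatase 1 to glycogen, at 0.16 (SE 0.048; 0.25 within array set 2). Pdgfrb of mural cells, at −0.20 (SE 0.044), Ccn2 of deep-layer neurons, at 0.31 (SE 0.085), and Nfkbia of the inflammation list also passed in that way. None of the members with the smallest p passed over all genes. For signalling and synaptic lists these were the interleukin 6 receptor Il6r at 0.28, the clock gene Per2 at 0.15, the adrenergic receptor Adra1b at 0.23, the inositol trisphosphate kinase Itpkb at −0.15, the glutamate receptors Grm5 at −0.079 and Grid1 at −0.11, syntaxin Stx1a at 0.17 (0.096 without Control 5) and the synaptic vesicle protein Sv2b at 0.073 (0.032 without Control 5). For cell type lists they were Kitlg at 0.15 and Lhx2 at 0.058 (upper layers), Tle4 at −0.090 (deep layers), C1ql1 at −0.20 and Tmem100 at 0.22 (oligodendrocyte precursors), the potassium channel Kcnj8 at 0.098 (mural cells), and Aebp1 at 0.20 and the organic anion transporter Slc22a8 at −0.27 (meningeal fibroblasts). The ribosomal proteins Rpl28 and Rps2 were at −0.20 and −0.087, and the complex I subunits Ndufa3 and Ndufa2 at −0.19 and 0.10. Within array set 2 Slc22a8 was at −0.64, Itpkb at −0.25, Grid1 at −0.21, Tmem100 at 0.13, Sv2b at 0.11, Kitlg at 0.087, Aebp1 at 0.060, Kcnj8 at 0.059, Rpl28 at −0.12 and Ndufa3 at −0.097.

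Of the genes that the study discusses by name, Grm2, the metabotropic glutamate receptor 2, stood at 7.98 ± 0.71 in controls and 8.14 ± 0.32 in stressed rats (SD, n = 6 each), a log2 difference of 0.16 (SE 0.271, limma adjusted p = 0.957). Its difference within array set 2 was 0.67, and without Control 5, which had the lowest Grm2 value (6.70), it was −0.096. Camk2a, a calcium-dependent kinase of synapses, was at −0.0030 (SE 0.030, adjusted p = 0.996; −0.010 within array set 2), the transcription factor Srf at 0.0077 (SE 0.042, adjusted p = 0.988; 0.066 within array set 2) and Cebpb at 0.032 (SE 0.037, adjusted p = 0.937). None of these 4 genes passed the threshold.

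Principal component analysis asked whether the stressed rats stand apart from controls as a whole. Over the 500 most variable probe sets the first component held 47.9% of the variance, and scores were 2.39 ± 8.22 in controls and −2.39 ± 3.07 in stressed rats (SD, n = 6 each; two-sided exact permutation p = 0.201). Control 5 had the highest score, 17.5, and without it the group difference was −2.72 in place of −4.79 (exact permutation p = 0.361). The second component held 14.1% (exact permutation p = 0.517). Over all tested probe sets the first component held 30.2% (exact permutation p = 0.247). The groups were therefore not separated along these components.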

Values the study reported

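The study reported 7 differentially expressed genes 2 h after the start of stress, Sgk1 among them, and none at 24 h, at an adjusted p-value of at most 0.05. For Grm2 it reported a log fold-change of −0.92 immediately after stress and of 0.16 at 2 h (p-value 0.56, adjusted p-value 0.96). At 2 h its gene set enrichment analysis found no activated processes, and gene sets for the response to dopamine and to monoamines, for cocaine addiction, for calcium signaling and for alcoholism were down-regulated.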

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

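The tests that set results against the 2 array sets, and both tests on Control 5, were chosen after the results were seen. Arrays were searched for a value far from the rest of its group in 264 groups of 6 values, and 21 stood apart. Chance gives about 1 in 20, or 13.2 here, so single values of this kind are weak evidence.

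Of the 6 genes that rose, 5 had their lowest value among stressed rats in Stress 6, and for 3 of them it stood apart, Sgk1 (9.30, the nearest other at 9.74), Pdk4 (5.41, nearest 5.96) and Gpd1 (8.71, nearest 9.01), and so did Fkbp5 (7.36, nearest 7.55). Tsc22d3 was highest in Stress 3 (7.74). Stress 4 stood highest for the mean of the stress receptor and neuropeptide list (0.12) and for Drd1 (7.49), Dlx6 (6.27), Dlx5 (5.95), Car3 (4.99) and Otx2 (4.69). Control 5 stood highest for the choroid plexus list mean (2.44) and its members Ttr (11.98), Otx2 (7.09), F5 (6.51) and Prlr (5.12). Other single values far from their group were Clpp in Control 1 (8.60, highest), P2ry13 in Control 2 (7.45, lowest), Nr3c1 in Control 6 (8.93, highest), Cx3cr1 in Control 6 (9.21, lowest) and Gnai3 in Stress 3 (8.12, highest). Among 7447 probe sets without a single gene symbol, 2 differed between groups. They were tested in a fit of all 23532 probe sets with a mean above 4, with p-values adjusted over all of these. In that fit Pdk4 and Hif3a did not pass the threshold, so these 2 do not simply add to the 7 genes. Probe set 10718134 was 0.83 higher in stressed rats (limma adjusted p = 0.00235, 0.81 within array set 2) and probe set 10710152 differed by −0.27 (limma adjusted p = 0.0389, −0.24 within array set 2).

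The pattern of most interest was the rise of glucocorticoid-responsive genes. The split into array sets is argued against as its whole cause by the size of the shift within array set 2, which was 88.7% of the pooled shift. Every stressed rat lay above both controls there, but this follows from the separation over all arrays and is no added support. More oligodendrocyte tissue in stressed rats is argued against by the shift with the oligodendrocyte marker mean as a covariate, 0.228 (95% interval 0.143 to 0.312), which is 97.5% of the unadjusted 0.234. A response to the stress remains as a hypothesis, found and tested on the same data.

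The second pattern was the place of dopamine genes past the enrichment threshold on the lower side, where 27 of 48 were lower. Lower transcription of dopamine genes outside the striatal markers is argued against by those 40 genes, whose shift was 0.0070 (95% interval −0.0093 to 0.0233) while the whole list shifted by −0.068. Striatal tissue in some dissections is consistent with the data, because the dopamine genes that are striatal markers shifted by −0.44, and by −0.016 (95% interval −0.108 to 0.0764) with the mean of the other striatal markers as a covariate. A change of these genes within PFC cells that also moves every other striatal marker was not tested. Whether the array sets play a part is not decided. High striatal means occurred in both sets, in Control 4 (0.61) of array set 1 and Control 5 (0.76) of array set 2. The striatal shift was −0.36 within array set 2 and −0.33 over all arrays. However, of the controls of array set 2 only 1, Control 5, lay above all stressed rats, and 2 controls are too few (exact permutation p = 0.500 within the set).

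The third pattern was the high level of choroid plexus genes in Control 5. Choroid plexus tissue in that dissection may account for it. Of 17 measured choroid plexus genes that are not in the list, 14 (82.4%) were highest of all arrays there. Chance gives 8.33% for a gene taken alone, but genes of 1 tissue move together, so this rate is no test. The 14 ranged from Mfrp (8.68, at most 5.18 in other arrays) to Lbp (4.815, at most 4.807 in other arrays). Slc13a4, which is among them, is also in the meningeal fibroblast list. For a wrong group label the glucocorticoid list mean of that array was looked at. It was −0.082, below every stressed rat (lowest 0.0047) and below the highest other control (−0.065), so for these genes the array lies with the controls. Every stressed rat was already known to lie above every control for this list. The outcome was thus fixed before the test was chosen, and it is not an independent test of the label. No biological explanation was tested, since the design gives none for a single control.

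Chance is argued against as the cause of the number of genes past the threshold. In 100 of the 462 splits of the arrays into 6 and 6 only the real one, 1 of 100, gave 7 genes. The highest other gave 3. That test bears on the number and does not exclude chance for any single gene. Of the 28 splits that keep the 4 arrays of set 1 together, again 1 gave 7 genes and the highest other 3. Each of those others mixes stressed rats with controls, which widens the spread within groups. They therefore cannot tell how many genes the array sets alone would give. With the array set as a term only Gpd1 stayed past the threshold, as standard errors grew (for Sgk1 from 0.71 with SE 0.090 to 0.68 with SE 0.131) and differences fell for Slc19a3 (0.71 to 0.46) and Pdk4 (0.81 to 0.64). Differences were about as large for Tsc22d3 (0.62 in both fits), Hif3a (0.24 and 0.26) and Slc16a4 (−0.29 and −0.32), so for these the lost call follows the larger standard error. The number of lists past the enrichment threshold was also set against other splits of the arrays. Of 100 splits 45 gave at least the 12 lists of the real split, and the highest other gave 18, so chance cannot be excluded for that number.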

How the results depend on the processing

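The fits with array set, array set 2 alone and without the 3 arrays of highest striatal mean (Control 5, Control 4 and Stress 4) were chosen after seeing the data. The 7 genes called kept their direction under every alternative in which they were tested (Hif3a was not tested with the filter at a mean above 5), with log2 differences from 0.85 to 0.97 for Gpd1, 0.57 to 0.65 for Tsc22d3, 0.65 to 0.79 for Sgk1, 0.46 to 0.76 for Slc19a3, 0.64 to 0.92 for Pdk4, 0.22 to 0.26 for Hif3a and −0.32 to −0.27 for Slc16a4. The count of called genes was 12 at an adjusted p of at most 0.1, 11 with the striatal mean as a covariate (6 of the 7 shared), 9 without the 3 striatal arrays (5 shared), 5 with the trended and robust variance model, and 1 with the array set block or in array set 2 alone (Gpd1). The last fits have fewer arrays or fewer degrees of freedom and larger standard errors. Leaving out single arrays gave 4 to 8 called genes. It was 4 without Control 4, Control 6, Stress 1, Stress 2 or Stress 3, when Pdk4, Hif3a and Slc16a4 were lost. Pdk4 stayed called without Control 5 or Stress 6 and Hif3a without Control 2 or Stress 6, while Slc16a4 stayed without Control 1 or Stress 5. Hif3a was also lost with quantile normalization, median centring and either marker covariate, and Slc16a4 with the oligodendrocyte covariate.

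The replicate numbers were not taken to pair the samples. With the replicate block 6 genes were called, 5 of them shared, and Slc19a3 and Hif3a were lost. Correlations of rats with the same number were 0.18, −0.14, 0.17, 0.42, −0.12 and 0.23, and the rats of 3 of the 6 numbers correlated best with their own number. The block cannot change the log2 differences in this balanced design, so the enrichment test ranked by them says nothing of it.

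The glucocorticoid list kept its call and direction under every alternative, with shifts of 0.21 to 0.26 for the whole list and 0.18 without Sgk1, Gpd1 and Tsc22d3. Its adjusted p was at most 0.00489 for the whole list without the array set, 0.00914 by camera without these 3 genes and 0.0186 by camera with the array set as a term. With an estimated correlation camera left 1 of the 12 lists, and dopamine signalling had an adjusted p of 0.897. Over all alternatives the adjusted p of dopamine signalling ran from 6.58e-06 to 0.897. It was 0.678 ranked by the moderated statistic, 0.745 by camera with a preset correlation, and, with the direction turned, 0.653 with the striatal covariate and 0.600 without striatal members. Immediate-early genes turned to the lower side with the striatal covariate (adjusted p = 0.0475) and without the 3 striatal arrays (adjusted p = 0.0326, shift −0.039). Without single arrays their adjusted p ran from 0.000355 to 0.380 and their shift from −0.020 to 0.068, with the lower end without Control 4. Stress receptors turned to the higher side with the striatal covariate (adjusted p = 0.0733), and were lost without Control 4 (0.305) or Control 5 (0.197). Oligodendrocyte genes turned with their own mean as a covariate (adjusted p = 0.779), which follows from its construction. Choroid plexus genes were lost without Control 5 (0.111), and microglia genes without Control 1 (0.172), Control 5 (0.119) or Stress 4 (0.143). Interneuron genes were lost with the striatal covariate (0.201). Without the 3 striatal arrays the shift was −0.21 for striatal markers, −0.042 for dopamine genes, −0.013 for stress receptors, −0.045 for interneurons, −0.022 for microglia, −0.011 for choroid plexus and 0.23 for oligodendrocytes. The causes of the other changes were not tested.

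Shifts of lists that were not called changed sign, near 0, in array set 2 alone for inflammation (−0.017), astrocytes (−0.022), oligodendrocyte precursors (−0.017) and oxidative phosphorylation (−0.0095). They did so without the 3 striatal arrays for glutamate receptors (−0.00733; −0.00232 with quantile normalization), synaptic vesicle release (−0.00437), upper-layer neurons (−0.0020) and mural cells (0.0087). Meningeal fibroblasts also changed sign there, but to 0.11, which is not near 0. Without single arrays the shifts ran from −0.015 to 0.011 for glutamate receptors, −4.77e-05 to 0.025 for upper-layer neurons, −0.0019 to 0.043 for astrocytes, −0.0022 to 0.030 for oligodendrocyte precursors, −0.12 to 0.090 for meningeal fibroblasts and −0.00533 to 0.020 for ribosomal proteins. With no change of sign they ran from 0.0049 to 0.034 for synaptic vesicle release and 0.017 to 0.042 for the circadian clock. For inflammation the range was 0.0015 to 0.020 and for deep-layer neurons 0.0074 to 0.049.

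Some uncalled genes changed sign, most of them near 0. With the striatal covariate the log2 difference was 0.021 for Drd1, in place of −0.41, −0.17 for Grm2, −0.026 for Egr2, −0.0099 for Srf, 0.0078 for Nr3c2 and −0.0047 for Sv2b. Without the 3 striatal arrays it was −0.10 for Grm2, −0.025 for Egr2, −0.011 for Srf and −0.0063 for Hsf2. With the oligodendrocyte covariate it was 0.039 for Egr1, −0.028 for Hsf2 and 0.013 for Camk2a, and with the array set block or array set 2 alone, which give the same differences, 0.013 for Egr1 and −0.065 for Hsf2. Without single arrays the range was −0.096 to 0.30 for Grm2, −0.052 to 0.015 for Egr1, −0.024 to 0.14 for Egr2, −0.0081 to 0.033 for Srf, −0.027 to 0.023 for Hsf2 and −0.010 to 0.0085 for Camk2a. Of all gene values under alternatives 2777 kept direction and call, 34 changed sign, 55 lost a call and 9 gained one. Most of the 2777 belong to genes without a call. Only the 7 called genes had a call to lose, so the 55 losses are to be read against those genes alone. RMA values near background understate differences, which limits what can be said of dim genes.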

Other observations

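The genes below were chosen after their values were seen. Beyond the 7 genes past the threshold, 5 genes had an adjusted p between 0.05 and 0.1, all 5 of them higher in stressed rats, with each of the 6 stressed rats above all 6 controls. Prr5, a subunit of the mTOR complex that activates Sgk1 and Akt kinases, was at a log2 difference of 0.24 (SE 0.038, limma adjusted p = 0.0510; 0.18 within array set 2). Zbtb16 was described above. Arrdc3, an arrestin domain protein that acts on beta-adrenergic receptors, was at 0.38 (SE 0.066, limma adjusted p = 0.0735; 0.35 within array set 2). Tnfrsf11a, the receptor RANK of the tumour necrosis factor receptor family, was at 0.46 (SE 0.080, limma adjusted p = 0.0749; 0.42 within array set 2). Olr1537, annotated as an olfactory receptor, was at 0.26 (SE 0.044, limma adjusted p = 0.0735; 0.19 within array set 2), and its second probe set was at 0.26 (adjusted p = 0.303). With the array set as a term none of the 5 passed the threshold.

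Probe sets whose groups do not overlap leaned to the higher side. In 50 of them every stressed rat lay above every control and in 21 every stressed rat lay below. Both directions together were 0.44% of the probe sets tested, where chance gives 0.22%. The controls of array set 1 are part of this split, and the count was not set against other splits.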
